A study of Mus musculus with 9 samples. Its data were reported in "Early involvement of peripherally derived monocytes in inflammation in an NMO-like mouse model" (2024).

How the data were processed

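RNA was measured in microglia sorted from mouse brain on day 1 as cells positive for CD45, CD11b and P2ry12. There were 9 libraries in 3 groups of 3, and each library was made from a pool of 3 mice. Normal mice were untreated. NMO mice received an injection into the striatum of patient IgG against aquaporin-4 together with human complement, a model of neuromyelitis optica. NMO+CL mice also received clodronate liposomes, which deplete circulating monocytes and macrophages, by intraperitoneal injection before the striatal injection. Mice given control IgG or liposomes without clodronate were not analysed here, so injection, antibody and complement cannot be separated in the first comparison, nor clodronate from liposomes in the second.

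The authors prepared QuantSeq libraries, which read the 3′ ends of polyadenylated transcripts, sequenced single 75-base reads, aligned them with Bowtie2 and took counts per gene with Bedtools from unique and multiple alignments. The deposited values are these read counts, before any normalization: whole numbers that sum to a different total in each library. A read that aligns to several gene copies may therefore be counted at each. The genome build, the annotation and the use of strand in counting were not stated. Each library had 23282 entries for 23238 gene symbols. The 35 symbols that occurred more than once, on 79 entries, were summed. Of the symbols, 22197 matched the GENCODE M21 annotation of GRCm38, and the coordinates given are from that annotation, which need not be the one the authors used.

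Counts were analysed with R 4.3.3 and edgeR 4.0.16. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, which left 12292. Library sizes were scaled by the trimmed mean of M values (TMM). A quasi-likelihood negative binomial model was fitted to all 9 libraries with 1 coefficient per group, so that the 3 contrasts shared an estimate of the spread. The tests were two-sided F-tests, p values were adjusted by Benjamini and Hochberg over all tested genes within a contrast, and a gene was called at an adjusted p under 0.05. The common biological coefficient of variation was 0.519. Genes were also counted at a 1.5-fold change and an unadjusted p under 0.05, which are the thresholds the study used. CPM values are counts relative to TMM-scaled library sizes, and errors beside them are standard deviations between the 3 libraries. Replicate numbers were not treated as pairs, since nothing says that a number marks a shared day, and the correlations across genes between same-numbered libraries of different groups, after removal of group means, ran from -0.0148 to 0.0302.

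Gene lists were tested with camera of limma 3.58.1 at a preset inter-gene correlation of 0.01, adjusted over 17 lists and 3 contrasts together. The lists were homeostatic microglia genes named by the study, other homeostatic genes, inflammatory genes that the study showed for NMO and for NMO+CL, scavenger receptors, ribosome biogenesis, ribosomal proteins, DNA replication and cell cycle, Wnt pathway, interferon response, disease-associated microglia genes, early genes of tissue dissociation, and markers of monocytes, neutrophils, border macrophages, lymphocytes, and astrocytes with oligodendrocytes. The study picked 3 of the 17 lists from these same libraries, and results for them are not independent evidence. A further 3 lists, of glucocorticoid-induced, sterol synthesis and neuronal genes, were added later. The fixed lists, the contrasts, the tests, the alternatives and the rule for naming genes were chosen before the data were examined.

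Genes were named by that rule. In each contrast it takes the 5 largest rises and the 5 largest falls among called genes with a mean count of at least 50 and no overlap between the libraries of the groups compared. It adds the study's homeostatic genes that are reported singly and Cx3cr1, a set of inflammatory and scavenger receptor genes, the sort markers, and members of lists where these are reported. Genes chosen after their values were seen are said to be so.

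Total counts ran from 5788234 to 7837219 per library. A count of 0 allows up to 3 counts at 95% confidence, and a fold against a group whose libraries all had 3 counts or fewer is given as a lower bound. Intervals and floors cover counting error only, since the reads carried no molecular identifiers that were used here. Counts differed between replicates by more than counting error, with a chi-square per degree of freedom of 21.9 to 51.1 between pairs of libraries of a group.

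The model was tested on simulated data drawn from the means and library sizes of the 12292 genes. Of 200 genes changed 4-fold, 114 were called, which is 57%, and 183 of the 200 had passed the filter. The simulation gave 120 calls, of which 6 were false, and 0 calls in the contrast without changes. The median absolute log2 fold change of the changed genes was 2.02. A list of 14 genes changed 2-fold had a camera adjusted p of 4.82e-17, and 0 lists were called in the unchanged contrast. All simulated genes were drawn independently of each other. Results for lists in the simulations therefore do not test how correlation between genes affects the list calls. In 20 simulations without any group difference, the highest number of calls in NMO+CL against NMO was 2. In that contrast alone, a median of 488 genes passed the study's thresholds. The most lists called in any of these simulations was 1.

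Alternatives were DESeq2 size factors, upper-quartile scaling and library totals alone for scaling; the Wald test of DESeq2 1.42.0 and limma-voom for the test; all genes with at least 1 count or genes with at least 10 counts in every library for the filter; fits to only the groups compared; replicate number as a block; an adjusted p of 0.01; an added 1.5-fold threshold; and fits without each library in turn. For single genes 14 of these were run: DESeq2 size factors, library totals alone, the Wald test, limma-voom, the replicate block and the 9 fits without 1 library. Meg3 in NMO against Normal had a result in 13 of them. For the study's thresholds a 1.2-fold change and limma on log2 CPM with a pseudocount of 1 were also tried. For lists, fry and camera with an estimated correlation were tried. A fit without the Rn45s gene, a fit without 74 genes that were absent from NMO replicate 2, and a fit with the Rn45s share as a covariate were chosen after seeing the data. Sequence similarity of the last 500 transcript bases was searched with blastn 2.17.0 at an identity of at least 95% over at least 75 bases. A sequence was found for 11814 of the tested genes, which is 96.1%. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Differences of group means of single measures used exact permutation tests, which with 3 libraries against 3 cannot give a p below 0.1.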

Results

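Transcript counts were compared between sorted microglia of untreated mice (Normal), of mice injected with antibody and complement (NMO), and of injected mice that had also received clodronate liposomes (NMO+CL), with 3 pooled libraries in each group. The Normal libraries held 7059605, 6878869 and 5788234 counts. The NMO libraries held 7837219, 7750608 and 6160590 counts, and the NMO+CL libraries 7023239, 5992746 and 6235272. A single ribosomal RNA entry, Rn45s, took 23.1% ± 7.48 of the counts in Normal, 19.2% ± 2.89 in NMO and 23.6% ± 3.02 in NMO+CL (mean ± SD, n = 3). None of these differences was detectable by exact two-sided permutation tests, with p = 0.4 for NMO against Normal, 0.2 for NMO+CL against NMO and 0.9 for NMO+CL against Normal. At least 1 count was found for 13788 ± 457 genes in Normal, 12783 ± 326 in NMO and 12717 ± 245 in NMO+CL (mean ± SD, n = 3). Both differences from Normal had an exact permutation p of 0.1, the smallest that 3 against 3 libraries allow, and NMO+CL against NMO had an exact p of 0.8.

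On principal components of log2 CPM the groups separated along the first, which carried 23.1% of the variance. Normal libraries had scores from -55.88 to -48.44, NMO libraries from -14.28 to -8.73 and NMO+CL libraries from 61.11 to 66.03. The second component, with 15.1% of the variance, spread the libraries within groups.

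**Figure D1:**
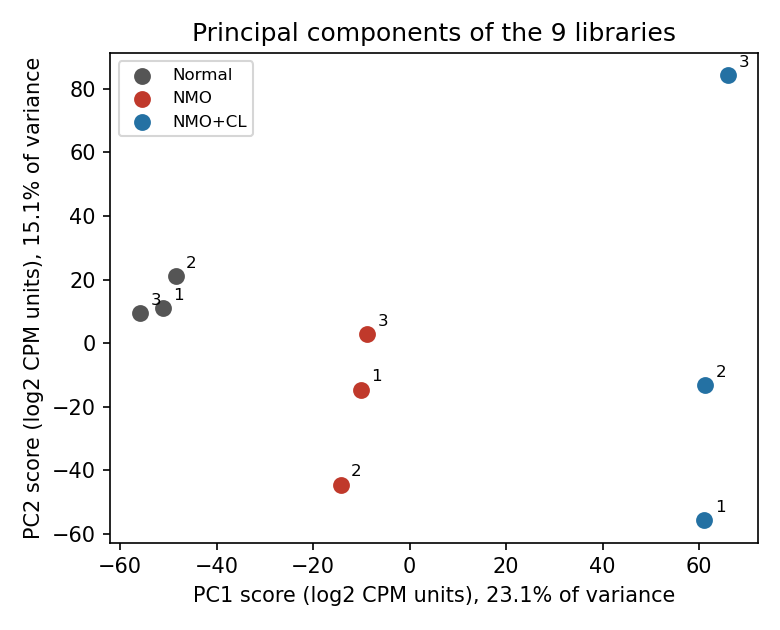
Scores of the 9 libraries on the first (horizontal axis, 23.1% of variance) and second (vertical axis, 15.1%) principal components of log2 CPM; colours mark the groups and numbers the replicates. The NMO libraries lie between the Normal libraries and the NMO+CL libraries on the first component.

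The comparison of NMO with Normal asks how microglia changed 1 day after the injection. Of 12292 genes tested, 58 were higher and 3 were lower in NMO at an adjusted p under 0.05, and 1169 had an unadjusted p under 0.05 where 615 are expected by chance. The alternative that moved the first count most was the filter: with all genes that had a count, 185 were higher. The calls depended on single libraries. Without Normal replicate 3, 19 genes were higher, and without NMO+CL replicate 3, 71 were. NMO replicate 2 lacked transcripts that the other 8 libraries shared, and without it 34 genes were called in this contrast, of which 32 were among the 61. At a 1.5-fold change and an unadjusted p under 0.05, 639 genes were higher and 340 lower. Of these 979 genes, 6.23% were also called at an adjusted p under 0.05.

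The largest rises were in scavenger receptors and a chemokine. Marco (chromosome 1, 120474538 to 120505024, minus strand) had 0 counts in each Normal library, which allows up to 3 counts, and 72.6 ± 45 CPM in NMO (mean ± SD, n = 3). It was at least 152-fold higher in NMO (adjusted p = 1.27e-05, higher in 3 of 3 libraries). Msr1 (chromosome 8, 39581685 to 39642673, minus strand) rose from 0.384 ± 0.346 CPM, with 0 to 4 counts per library, to 86.7 ± 41.4 CPM. Its log2 fold change was 7.8 with a standard error of 0.55 (adjusted p = 8.86e-07), and the Normal counts set its size. With limma-voom neither gene was called in this contrast, with adjusted p values of 0.115 for Marco and 0.135 for Msr1. Ccl12 (chromosome 11, 82101845 to 82103400, plus strand) rose from 39.1 ± 17 to 746 ± 306 CPM (log2 fold change 4.26, adjusted p = 3.79e-04) and was called in all 14 alternatives. Timeless rose by 3.39 on the log2 scale (adjusted p = 0.0202) and Slc39a14 by 3.18 (adjusted p = 0.00275). Timeless was not called without Normal replicate 1 (adjusted p = 0.113), without Normal replicate 3 (0.125), without NMO replicate 1 (0.0866) or with limma-voom (0.289), and Slc39a14 was not called with limma-voom (0.0625).

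The 3 genes called lower in NMO were Meg3, Eef2k and Siglech. Siglech (chromosome 7, 55768178 to 55778925, plus strand) fell from 1357 ± 106 to 740 ± 63 CPM (log2 fold change -0.88, adjusted p = 0.0287). Its call was lost in 6 of 14 alternatives, among them the fits without any 1 of the Normal libraries, where the adjusted p was 0.0591, 0.150 and 0.117. It was also lost without NMO replicate 1 (0.133), without NMO replicate 3 (0.0791) and with library totals alone (0.0716). A stretch of 78 bases near its 3′ end resembles several other genes. Eef2k fell by 1.03 on the log2 scale (adjusted p = 0.0479) and lost its call in 9 of 14 alternatives, 7 of which left out 1 library and gave adjusted p values up to 0.186. Meg3 fell by 3.73 (adjusted p = 0.0493), but Normal replicate 1 alone held 1065 counts of it and no other library held more than 123. Without that library its log2 fold change was -1.29 with an adjusted p of 0.637, and leaving out any 1 NMO library or NMO+CL replicate 2 also ended the call, with adjusted p values from 0.0609 without NMO+CL replicate 2 to 0.1855 without NMO replicate 1. With limma-voom (0.429) and the replicate block (0.114) it was not called either.

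Among inflammatory genes, Il1b (chromosome 2, 129364570 to 129371139, minus strand) rose from 14.2 ± 5.1 to 67.1 ± 23.4 CPM (log2 fold change 2.24, standard error 0.33, adjusted p = 0.00372, called in all 14 alternatives). C3ar1 (chromosome 6, 122847138 to 122856161, minus strand) rose from 284 ± 23.7 to 568 ± 113 CPM (log2 fold change 1.00, adjusted p = 0.0160). It was not called in 5 of the fits that left out 1 library: without Normal replicate 1, 2 or 3 the adjusted p was 0.0559, 0.109 and 0.115, and without NMO replicate 1 or 2 it was 0.112 and 0.0535. C4b rose by 2.06 on the log2 scale without passing the threshold (adjusted p = 0.0655), but was called with library totals alone (0.0333) and with the DESeq2 Wald test (0.00457). Its last 499 transcript bases are 98% identical to those of C4a, so a read may have been counted at both. Tnf (log2 fold change 0.74, adjusted p = 0.534), Scarf2 (1.30, 0.505), Il6 (-0.40, 0.978) and C3 (-0.01, 0.998) were not called, although Scarf2 was higher in each NMO library than in any Normal library. Nos2 had 0 to 16 counts per library and was not tested, and Ly6g was not analysed here.

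**Figure D2:**
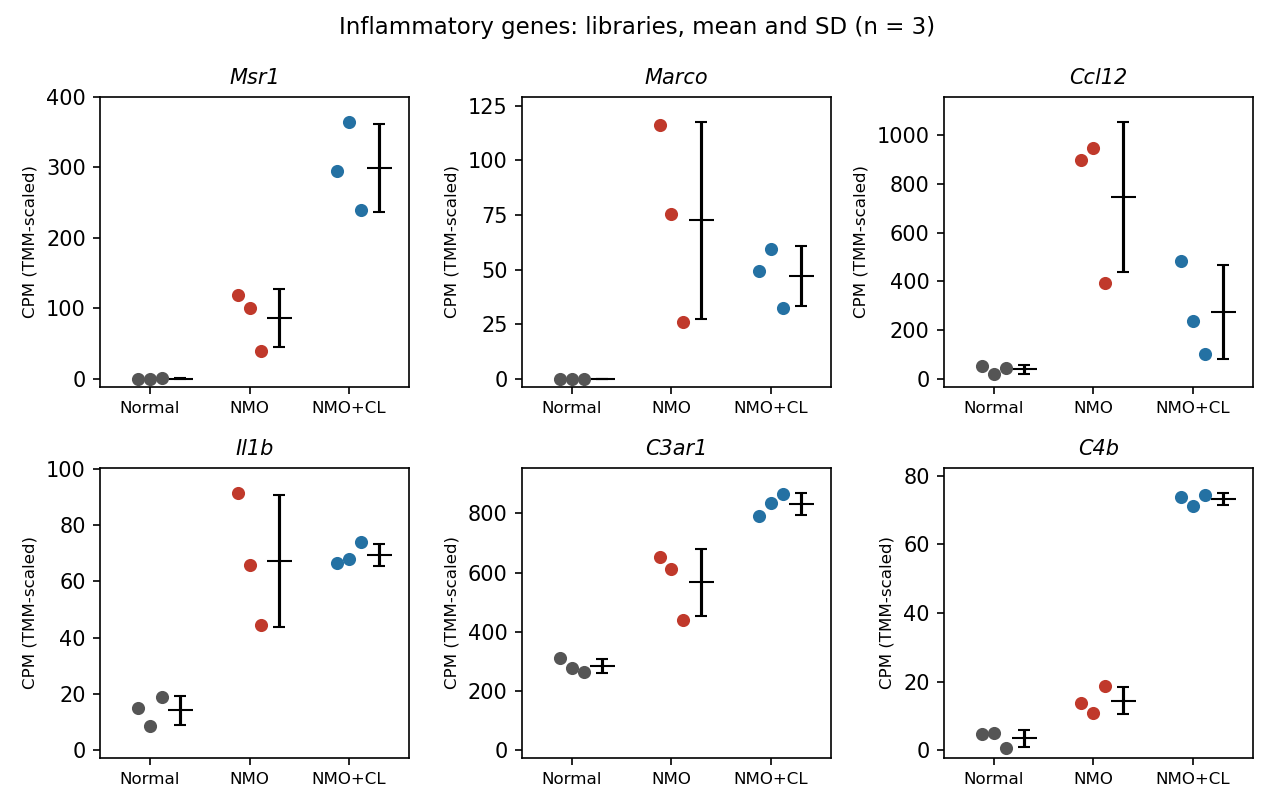
TMM-scaled CPM of 6 genes (vertical axes, linear, from 0) by group; points are libraries and bars the mean and SD of 3 libraries. Msr1 and Marco are at or near 0 in Normal, Il1b has similar means in NMO and NMO+CL (67.1 and 69.4 CPM), and C4b is highest in NMO+CL (73.1 CPM).

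The comparison of NMO+CL with NMO asks what clodronate treatment changed in microglia of injected mice. It gave 65 genes higher and 131 lower at an adjusted p under 0.05, and 1523 genes with an unadjusted p under 0.05. With all genes that had a count, 180 were higher and 316 lower. Without NMO+CL replicate 2 the counts dropped to 18 higher and 33 lower, without NMO replicate 1 the total was 61, and without NMO replicate 2 it was 140, of which 126 were among the 196. At a 1.5-fold change and an unadjusted p under 0.05, 503 genes were higher and 817 lower, of which 14.8% were also called.

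P2ry12 (chromosome 3, 59216272 to 59262871, minus strand), the receptor used to sort these cells, fell from 1648 ± 100 CPM in NMO to 353 ± 92.1 CPM in NMO+CL (log2 fold change -2.22, standard error 0.19, adjusted p = 1.73e-05). Its exons overlap those of Med12l on the other strand. Gpr34 (chromosome X, 13632089 to 13640858, plus strand) fell from 585 ± 25.3 to 113 ± 30.1 CPM (log2 fold change -2.37, adjusted p = 1.73e-05). Both genes were lower in 3 of 3 libraries and were called in all 14 alternatives, with adjusted p values up to 1.74e-04. Siglech (log2 fold change -1.16, adjusted p = 0.00291) and Slc2a5 (-1.41, 0.00508) were also called in all 14. Tgfbr1 fell by 0.95 (adjusted p = 0.0199) but was not called without NMO replicate 1 (0.0523), NMO replicate 3 (0.0827) or NMO+CL replicate 2 (0.118). Olfml3 fell by 0.77 (adjusted p = 0.0435) and was called in only 5 of 14 alternatives, with adjusted p values up to 0.234 when NMO+CL replicate 2 was left out. Tmem119 (chromosome 5, 113793729 to 113800516, minus strand) had 3110 ± 526, 2990 ± 371 and 2492 ± 525 CPM in Normal, NMO and NMO+CL. It was not called between NMO+CL and NMO (log2 fold change -0.26, adjusted p = 0.597). Nor were Csf1r (-0.08, 0.937) or Cx3cr1 (-0.45, 0.198), although Cx3cr1 was called without NMO+CL replicate 3 (-0.62, 0.0434), and the annotated 3′ end of Csf1r overlaps Hmgxb3 on the other strand. P2ry12 and Gpr34 had not been called in NMO against Normal (log2 fold changes -0.57 and -0.52, adjusted p = 0.255 and 0.398). Transcripts of the other sort markers, Ptprc (0.31, adjusted p = 0.529) and Itgam (-0.20, 0.769), and of Ly6c2 (-0.25, 0.976) did not differ detectably between NMO+CL and NMO.

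**Figure D3:**
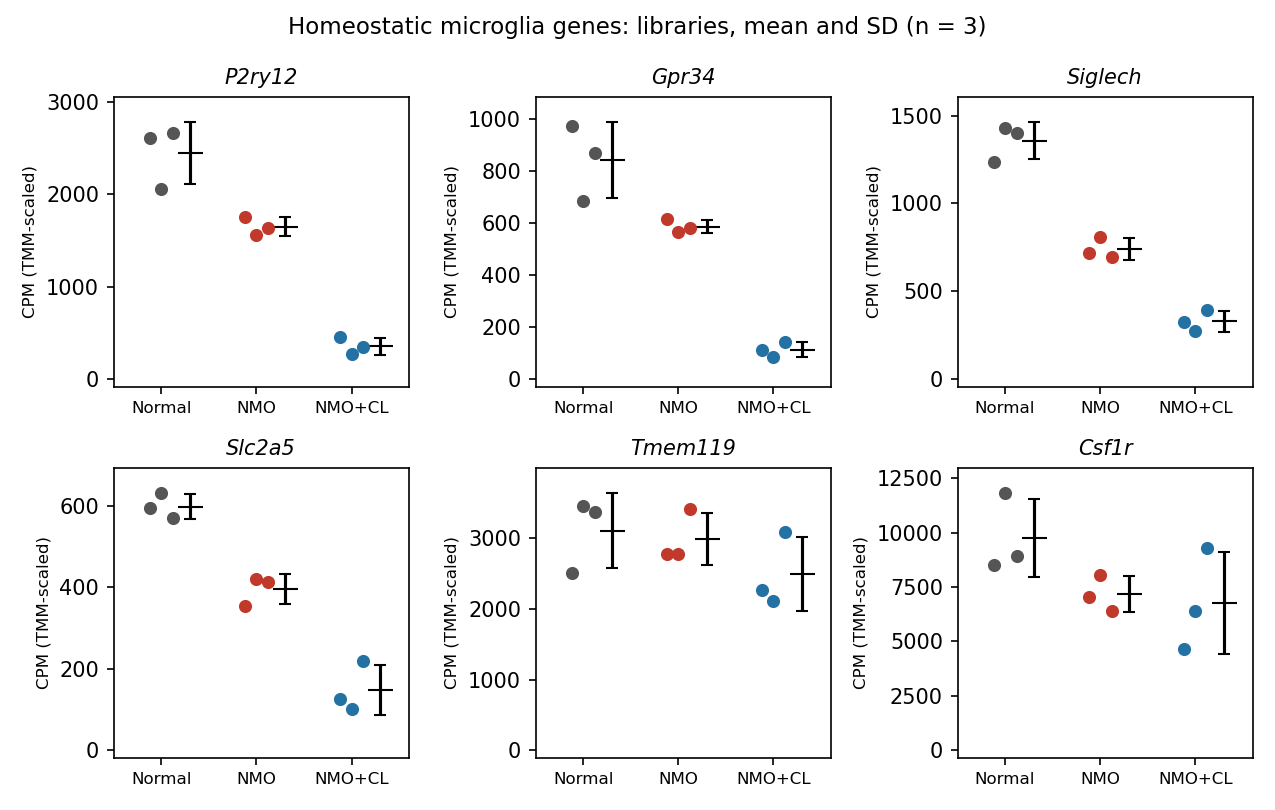
TMM-scaled CPM of 6 homeostatic microglia genes (vertical axes, linear, from 0) by group; points are libraries and bars the mean and SD of 3 libraries. P2ry12 falls to 353 CPM and Gpr34 to 113 CPM in NMO+CL, whereas the libraries of the 3 groups overlap for Tmem119.

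The largest rises in NMO+CL against NMO were in Adamtsl4, Il1r2, Cd300lf, Cd244 and Saa3. Adamtsl4 had at most 1 count in the NMO libraries and 26.0 ± 13.4 CPM in NMO+CL, at least 64.1-fold higher (adjusted p = 0.00415, 3 of 3 libraries), although 1 Normal library also held 44 counts. Cd300lf rose by 4.14 on the log2 scale (adjusted p = 2.18e-04) and Cd244 by 3.63 (adjusted p = 0.00303). These 3 genes were called in all 14 alternatives. Il1r2 (log2 fold change 4.45, adjusted p = 0.0252) and Saa3 (3.53, 0.0420) were called in 7 of 14. Without NMO+CL replicate 2 their log2 fold changes were 2.71 and 2.99 with adjusted p values of 0.502 and 0.234, and Saa3 carries 137 bases near its 3′ end that resemble several other genes. The largest falls were in Crtc2, Sdhd, Tmc7, Ccl7 and A930024E05Rik. Crtc2 had 0 to 3 counts in NMO+CL and was at least 26.6-fold lower than in NMO (adjusted p = 0.0161, 4 to 177 counts in NMO). This bound, on the NMO mean, rests on NMO replicates 1 and 2 (15.6 and 21.2 CPM), since replicate 3 had 0.64 CPM. Crtc2 was not called without NMO replicate 1 (0.0523) or NMO+CL replicate 2 (0.0825). Lower were also Sdhd (log2 fold change -5.33, adjusted p = 0.00415), Tmc7 (-3.73, 0.0187), Ccl7 (-3.56, 0.00789) and A930024E05Rik (-3.02, 0.0174), which lies antisense to Kdm2b. With limma-voom the calls of these 5 genes were lost. Without NMO replicate 1 those of Tmc7 (0.0690), Ccl7 (0.0640) and A930024E05Rik (0.0751) were lost, and the last was also lost without NMO+CL replicate 2 (0.0596).

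Msr1 rose again, to 299 ± 62.5 CPM in NMO+CL (log2 fold change 1.79, adjusted p = 0.0131), and was not called without NMO+CL replicate 2 (adjusted p = 0.0779). C4b rose from 14.4 ± 4.01 to 73.1 ± 1.75 CPM (log2 fold change 2.34, adjusted p = 0.0129), and was not called without NMO replicate 1 (0.0592) or NMO+CL replicate 2 (0.0596). Marco (log2 fold change -0.63, adjusted p = 0.609), Ccl12 (-1.44, 0.129; called with limma-voom, 0.0197, with the replicate block, 0.0334, and without NMO+CL replicate 1, 0.0134), C3ar1 (0.55, 0.161; called with the DESeq2 Wald test, 0.0159), Tnf (0.63, 0.50), C3 (1.43, 0.346), Il6 (-0.74, 0.883) and Scarf2 (-1.21, 0.424) were not called. Il1b had 69.4 ± 3.91 CPM in NMO+CL, and its log2 fold change against NMO of 0.05 (adjusted p = 0.983) changed sign without NMO replicate 3 (-0.17).

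NMO+CL against Normal measures the combined effect of injection and clodronate. It gave 589 genes higher and 545 lower at an adjusted p under 0.05, and 1217 higher and 1255 lower at a 1.5-fold change and an unadjusted p under 0.05, of which 45.6% were also called. Without NMO+CL replicate 2, 335 genes were higher, and without Normal replicate 3, 303 were lower. Marco was at least 98.4-fold higher than in Normal (adjusted p = 6.06e-06). Msr1 (log2 fold change 9.58, adjusted p = 4.24e-08), Inf2 (7.04, 4.26e-04), Saa3 (7.18, 4.67e-04) and Il1r2 (6.46, 0.00134) completed the 5 largest rises. Of these, Saa3 and Il1r2 were not called with limma-voom (adjusted p = 0.0964 and 0.168), and Il1r2 was not called without NMO+CL replicate 2 (log2 fold change 4.69, adjusted p = 0.0633). Normal libraries held 0 to 4 counts of Inf2, 0 to 8 of Saa3 and 0 to 10 of Il1r2. These low counts set the size of their rises. Among the 14 alternatives their log2 fold changes ran from 6.36 to 10.69, 6.59 to 11.81 and 4.69 to 11.40. Crtc2 was at least 32.4-fold lower (adjusted p = 0.00265), and Sdhd (-5.32, 7.67e-04), Tmc7 (-4.73, 9.34e-04), Upk1b (-3.97, 7.15e-04) and Cass4 (-3.94, 0.00324) fell. With limma-voom Crtc2 (0.0932) and Sdhd (0.0866) were not called. P2ry12 fell by 2.79 (adjusted p = 4.62e-07), Gpr34 by 2.90 (7.18e-07) and Siglech by 2.04 (4.17e-06), whereas Tmem119 was not called (-0.32, 0.319). Il1b (2.29, 2.93e-04), C3ar1 (1.55, 4.92e-05) and C4b (4.40, 3.72e-05) rose and were called in all 14 alternatives. Tnf also rose (1.37, 0.0219), but not past the threshold without Normal replicate 2 (0.0864), Normal replicate 3 (0.109) or NMO+CL replicate 2 (0.139).

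Genes higher in NMO+CL than in both other groups were counted at a 1.5-fold change and an unadjusted p under 0.05. There were 287, and the contrasts share the NMO+CL libraries, which alone gave a median of 32.5 (24 to 40) in 20 simulations without group differences. At an adjusted p under 0.05 in both contrasts the overlap was 57. Each fit without 1 library gave a number within 1.5 times of 287, and the highest was 337 without NMO+CL replicate 3.

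Whether clodronate moved the NMO changes further or back was asked for the 61 genes called in NMO against Normal. Of these, 47 changed in the same direction again between NMO and NMO+CL, which is 77.0% (exact 95% interval 64.5% to 86.8%). Without a clodronate effect, the shared NMO libraries gave a median of 26.5% (21.6% to 32.6%) in 20 simulations, which had a median of 337.5 called genes. Called again in the same direction were 8 of the 61 genes, and 0 were called in the opposite direction. Against Normal, 56 of the 61 were also called in NMO+CL. Both contrasts share the Normal libraries, which favours such overlap, and no simulated value is given for it, so no conclusion is drawn from this count. When the genes were instead chosen at a 1.5-fold change and an unadjusted p under 0.05, the share was 54.6%, and 20 simulations without a clodronate effect gave a median of 27.6% (26.1% to 30.6%) for such genes.

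Lists of genes were compared as sets. In NMO against Normal 8 of the 17 lists were called, 6 up and 2 down. In NMO+CL against NMO 5 were called, 3 up and 2 down, and in NMO+CL against Normal 10, 7 up and 3 down. Under fry 8, 5 and 9 of these calls held, and with an estimated correlation 3, 3 and 6. Other splits of the same libraries into groups of 3 gave a median of 4, 4 and 5 called lists at the preset correlation.

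The study's homeostatic list, which was chosen on these libraries and is not independent evidence, had median log2 fold changes of -0.39 in NMO against Normal (camera adjusted p = 0.00200), -0.75 in NMO+CL against NMO (5.88e-10) and -1.04 in NMO+CL against Normal (5.88e-10). Of its 14 genes 1, 6 and 10 were called lower over all genes tested, and 1, 11 and 12 when adjusted over the list alone. The first of these set calls did not hold with an estimated correlation (0.189). The 29 other homeostatic genes had medians of -0.18 (0.0364), -0.43 (1.89e-06) and -0.56 (7.03e-07). Called lower were 0, 7 and 14 of them over all genes, and 0, 12 and 17 when adjusted over the list alone. In NMO against Normal this list lost its call in 7 of the 9 fits without 1 library, with adjusted p values up to 0.185 without NMO replicate 1, with the replicate block (0.0553) and with an estimated correlation (0.189).

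The study's inflammatory genes for NMO, also not independent evidence, had medians of 1.78 (camera adjusted p = 2.12e-20), 0.20 (0.123) and 1.84 (6.04e-13) in the same order of contrasts. Of 18 genes 4, 4 and 11 were called higher, and 14, 5 and 14 when adjusted over the list alone. In NMO+CL against NMO 6 of the 18 fell. Of these 1 was called lower, and 2 were when adjusted over the list alone. In NMO+CL against Normal 1 was lower when adjusted over the list alone. The inflammatory genes for NMO+CL, chosen in the same way, had medians of 0.16 (0.00745), 1.03 (3.70e-20) and 1.19 (4.57e-18), with 0, 6 and 18 of 25 called higher and 4, 23 and 25 when adjusted over the list alone. The first of these set calls was lost with an estimated correlation (0.136). Scavenger receptors had medians of 0.14 (0.0342), 0.32 (0.389) and 0.39 (0.0366), with 2, 1 and 4 of 17 called higher, and as many when adjusted over the list alone. Their set calls were lost without NMO replicate 1 in the first contrast (0.0863), without NMO+CL replicate 2 in the third (0.0964), and with an estimated correlation in both (0.189).

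Ribosome biogenesis genes had medians of 0.76 (1.38e-19), 0.41 (1.89e-06) and 1.09 (2.12e-20), and 44, 40 and 45 of 45 rose. Of these 4, 0 and 26 were called over all genes, and 22, 1 and 34 when adjusted over the list alone. Among the first 4 were Gnl3 (log2 fold change 1.56, adjusted p = 0.00465) and Ddx21 (1.27, 0.00505). Ribosomal protein genes had medians of 0.34 (5.40e-08), 0.26 (4.94e-04) and 0.51 (1.19e-10), with 1, 0 and 14 of 46 called higher and 2, 0 and 20 when adjusted over the list alone. With an estimated correlation neither of these lists was called in NMO+CL against NMO (0.136 and 0.189), nor were ribosomal proteins in NMO against Normal (0.06996). DNA replication and cell cycle genes had medians of 0.55 (4.32e-05), 0.01 (0.608) and 0.40 (0.0169), with 2, 0 and 4 of 36 called higher and 7, 0 and 8 when adjusted over the list alone. The median of 0.01 changed sign with library totals alone (-0.03), and the third call was lost without NMO+CL replicate 1 (0.0501) and with an estimated correlation (0.06996).

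Wnt pathway genes had medians of -0.10 (0.327), -0.29 (0.0824) and -0.36 (0.0373). The first changed sign with library totals alone (0.01). The third was called, with 6 of 40 genes lower and 8 when adjusted over the list alone, but its call was lost in 6 of the fits without 1 library, with adjusted p values up to 0.179 without NMO+CL replicate 2, and with an estimated correlation (0.189). Neutrophil markers were called in NMO+CL against Normal only (median 1.04, adjusted p = 0.0139; 0.0797 and 0.0860 in the first and second contrasts). That call was lost with fry (0.242), with an estimated correlation (0.443), without Normal replicate 2 (0.0776) and without NMO+CL replicate 1 (0.151). The remaining lists were called in none of the 3 contrasts. Their adjusted p values, in the same order of contrasts, were 0.886, 0.768 and 0.819 for interferon response and 0.0797, 0.824 and 0.133 for disease-associated genes. They were 0.599, 0.123 and 0.143 for early dissociation genes, and 0.0535, 0.859 and 0.123 for monocyte markers. For border macrophage markers they were 0.0836, 0.387 and 0.599, for lymphocyte markers, of which 3 were tested, 0.599, 0.121 and 0.116, and for astrocyte and oligodendrocyte markers 0.0893, 0.336 and 0.0535. Under fry, disease-associated genes passed the threshold in the first and the third contrasts (0.0393 and 0.0416), and astrocyte and oligodendrocyte markers in the third (0.0420). Of the 114 tested genes of these 7 lists, 2, 2 and 13 were called higher and 0, 1 and 7 lower. When adjusted over the list alone, 5, 6 and 16 were higher and 0, 5 and 9 lower. Medians given for lists were the same with genes at 3 counts or fewer placed at their bound.

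**Figure D4:**
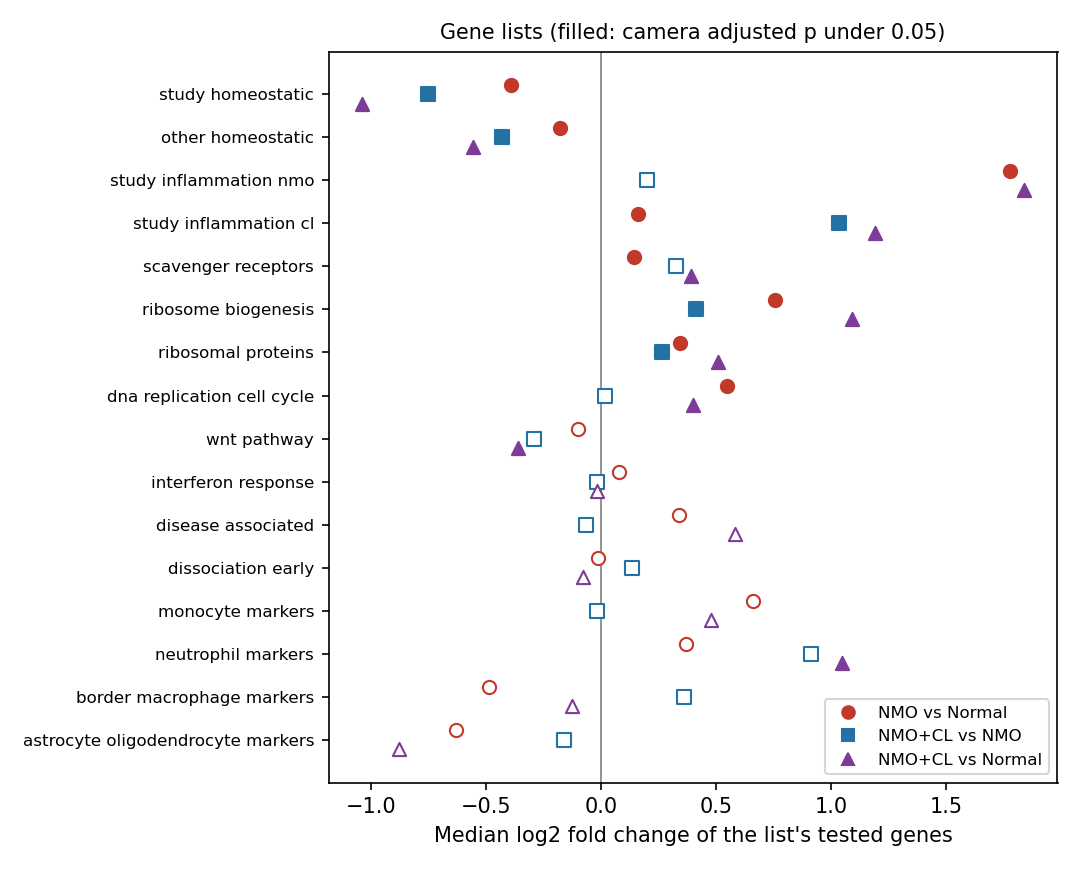
Median log2 fold change (horizontal axis) of the tested genes of each list in the 3 contrasts, with genes at 3 counts or fewer in a group placed at their bound and the lymphocyte list of 3 tested genes left out; filled symbols have a camera adjusted p under 0.05. Homeostatic lists lie below 0 and ribosome biogenesis above 0 in every contrast under each of the 4 scalings tried.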

Values the study reported

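For sorted microglia, the study reported 885 differentially expressed genes between NMO and Normal at a 1.5-fold change, 480 of them upregulated and 405 downregulated. It reported 217 genes that were increased both in NMO+CL over NMO and in NMO+CL over Normal.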

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

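The fits without Rn45s, without the genes missing from NMO replicate 2 and with the Rn45s share as a covariate were chosen after the results were seen. Where no cause is named, the cause was not tested.

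In NMO against Normal, 58 genes were higher and 3 lower. With library totals alone the counts were 95 and 1, with the DESeq2 Wald test 162 and 62, with limma-voom 37 and 6, and with the replicate block 52 and 1. Testing all 17263 genes with a count gave 185 and 38, and testing the 8938 genes with 10 counts in every library gave 98 and 14. With only the groups compared in the fit, and so fewer libraries to estimate the spread, 32 were higher. With the Rn45s covariate there were 34 and 1, and at an adjusted p under 0.01, a stricter threshold, 23 and 0, beside 425 lower at an unadjusted p under 0.05. In NMO+CL against NMO, 65 were higher and 131 lower. The DESeq2 Wald test gave 191 and 274, all genes with a count 180 and 316, only the groups compared 39 and 34, the covariate 37 and 54, and an adjusted p under 0.01 20 and 35. In NMO+CL against Normal the counts of 589 and 545 fell to 288 and 259 at an adjusted p under 0.01. The other alternatives gave counts within 1.5 times of these.

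Shared calls were also counted. Of the 61 genes called in NMO against Normal, 60 were also called with DESeq2 size factors, 60 with the Wald test and 61 with all genes that had a count, but 35 with limma-voom and 34 with only the groups compared. Of the 196 in NMO+CL against NMO, 177, 192, 196, 142 and 72 were. In that contrast 33.2% of calls were higher, and between 26.8% and 37.8% were under the other scalings.

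Fits that each left out 1 of the 9 libraries moved the calls. In NMO against Normal, from 19 (without Normal replicate 3) to 71 genes were higher and from 1 to 4 lower. Between NMO+CL and NMO from 18 to 75 were higher and from 33 to 169 lower, with both minima without NMO+CL replicate 2. In NMO+CL against Normal from 335 to 641 were higher and from 303 to 622 lower. Fewer libraries lower the power of each of these fits, yet leaving out NMO+CL replicate 3 raised the number called higher in the first and second contrasts. The genes past a 1.5-fold change and an unadjusted p under 0.05 ran from 552 to 702 higher and 288 to 460 lower in the first contrast, 438 to 583 and 744 to 1008 in the second, and 1040 to 1297 and 1020 to 1402 in the third. With all genes that had a count 511 were lower in the first. The overlap of genes higher in NMO+CL against both groups was within 1.5 times of 287 in each fit, and at most 337.

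The share of NMO changes that moved further in NMO+CL was 77.0%, and 68.2% to 82.8% without single libraries. It was 54.6% for genes chosen at a 1.5-fold change and an unadjusted p under 0.05. The number of called lists of 8, 5 and 10 fell to 3, 3 and 6 with an estimated correlation and ran over 7 to 10, 5 to 8 and 7 to 11 without single libraries.

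Some log2 fold changes reversed, and none of these was past the threshold under either setting. In NMO against Normal, library totals alone gave 0.0036 for Tgfbr1, 0.0384 for Tmem119, 0.0159 for Cx3cr1, 0.12 for C3 and 0.0084 for Itgam. DESeq2 size factors and its Wald test both gave -0.0026 for Ptprc, and limma-voom gave 0.0461 for C3. Without single libraries the values crossed 0 and ran from -0.299 to 0.0401 for Tgfbr1, -0.197 to 0.0256 for Tmem119, -0.958 to 0.0620 for Il6, -0.312 to 0.347 for C3, -0.0717 to 0.107 for Ptprc and -0.248 to 0.0157 for Itgam. In NMO+CL against NMO they ran from -0.380 to 0.125 for Csf1r and -0.167 to 0.353 for Il1b, and in NMO+CL against Normal from -0.222 to 0.539 for Scarf2. Among other results for single genes, 101 became weaker and 6 stronger without single libraries, and 29 weaker and 14 stronger under the other alternatives, 17 of the 29 with limma-voom. For lists, 18 became weaker without single libraries and 13 under the other alternatives, 11 of them with an estimated correlation. Calls of P2ry12 and Gpr34 in NMO+CL against NMO, and of Il1b and Ccl12 in NMO against Normal, held in the 14 alternatives run for single genes.

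Depth limits genes such as Nos2, which had 0 to 16 counts per library and was left out by the filter. Pseudocounts were not varied, since the values are counts.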

Other observations

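The test of dilution, the shares of counts on monocyte and neutrophil genes, the count of sterol synthesis genes among the calls and the fold-change ratio and shuffled shares under the Rn45s covariate, the order of the NMO libraries and the fit without NMO replicate 2 as tests of lung RNA, and the simulated share for the looser selection of genes were chosen only after the results were seen, as were the single genes named beside Fkbp5 and the lists of glucocorticoid-induced, sterol synthesis and neuronal genes.

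Real groups were compared with other splits of the same libraries. For each contrast, 1 of the 10 splits of its 6 libraries, the real one, gave as many genes with an adjusted p under 0.05. The highest number in another split was 0 in each contrast, and the share of 0.1 is the smallest that 10 splits can give. At a 1.5-fold change and an unadjusted p under 0.05 it was again 1 of 10, but other splits reached 604, 755 and 544 genes against the real 979, 1320 and 2472. Called lists were as many in 1 of 10 splits for NMO against Normal (8, highest other 6), in 4 of 10 for NMO+CL against NMO (5, highest other 6), and in 1 of 10 for NMO+CL against Normal (10, highest other 9). The number of called lists in NMO+CL against NMO therefore cannot be told apart from that of other splits. Among 100 splits of the 9 libraries, the real one included, 2 gave an overlap of at least 287 genes higher in NMO+CL. The other of these, with 330, also kept the 3 NMO+CL libraries together and mixed the other 6. At least 47 genes that were called in the first contrast and moved on in the second were found in 3 of the 100. In 94 of the 100 no gene was called in the first contrast, which fixes this count at 0, and 3 of the other 6 reached 47, so the count of splits decides nothing here. Of the other 2, 1 (152 genes) holds the real groups with Normal and NMO+CL exchanged and is no chance split, and 1 (54 genes) again kept the NMO+CL libraries together.

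The homeostatic genes did not fall together in NMO+CL against NMO. P2ry12 (log2 fold change -2.22) and Gpr34 (-2.37) fell, while Tmem119 (-0.26) and Csf1r (-0.08) were not called, and Csf1r changed sign without NMO replicate 2 (0.0118) and without NMO+CL replicate 1 (0.125). If another cell type had diluted the microglia, all of them would have fallen by about the same amount. Of 43 homeostatic genes tested, 18, or 41.9%, lay more than 2 standard errors from their median of -0.57, 8 below and 10 above. Monocytes or neutrophils among the sorted cells would need to make up 78.6% of the RNA to account for the fall of P2ry12. The genes of both marker lists together took at most 0.161% of the counts of an NMO+CL library (replicate 1, exact 95% interval 0.158% to 0.164%). Without that library the highest share in NMO+CL was 0.0664%, against 0.0606% in NMO and 0.0623% in Normal. S100a8 and S100a9 reached 504 and 611 CPM in NMO+CL replicate 1, and Ccr2 8.61 CPM. The share of counts on marker genes and the 78.6% of all RNA are unlike measures, since marker genes are only part of a cell's RNA. No library of pure monocytes or neutrophils was used here to convert one to the other. The distance between the 2 shares therefore does not measure how much RNA of such cells was present. Of 15 monocyte and 14 neutrophil genes in the data, 8 and 10 had over 3 counts in every Normal library, 1 of each list was also in another list, and 1 of each was picked by the study from these libraries. Removing a trend on GC content and transcript length left the median at -0.56, with values for 43 of 43 genes. The trend as fitted therefore did not account for the fall. How far its removal moved other genes was not examined, so the strength of this test is unknown. A response to tissue digestion stays open: the list of early dissociation genes had a camera adjusted p of 0.123, with 18 of 27 genes rising and 2 called higher. The sort itself selected on P2ry12 protein, and a change in what the gate admitted was not tested. The pattern may reflect a selective change within microglia after clodronate liposomes, but with the digestion response open this is no more than 1 candidate explanation, and effects of the liposomes themselves were not tested.

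The NMO libraries lay between Normal and NMO+CL, and 77.0% of the genes called in NMO against Normal moved further in NMO+CL. Because the NMO libraries enter both contrasts, chance pulls this share down, and the highest share in 20 simulations without a clodronate effect was 32.6%. The simulations called more genes than the data did (median 337.5 against 61), so their genes are not selected alike. For genes chosen at a 1.5-fold change and an unadjusted p under 0.05 the share was 54.6%, against at most 30.6% in these simulations (median of 1944 such genes). Both sets of simulations cover only the absence of any clodronate effect. An effect in directions unrelated to the NMO response could also raise the share and was not simulated. A continued shift along the NMO response therefore stays 1 hypothesis for both values. Clodronate treatment also left Il1b near its NMO level (log2 fold change 0.05). Marco and Ccl12 were lower without passing the threshold in the quasi-likelihood model with 1 coefficient per group. Ccl12 was called lower with limma-voom (adjusted p = 0.0197), with the replicate block (0.0334) and without NMO+CL replicate 1 (0.0134).

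Rn45s took 16% to 31% of the counts of single libraries. With its log2 share as a covariate 91 genes were called in NMO+CL against NMO, and 88 of the original 196 were among them, so most calls were lost, as had been predicted for an uneven ribosomal RNA share as their source. The test is hard to read, because the same covariate shuffled among libraries 20 times gave from 0 to 203 calls with a median of 146.5, and 3 of the 20 gave 91 calls or fewer. The fold changes themselves stayed: the median ratio to those without the covariate was 1.01, and 196 of 196 genes kept their sign. Without the Rn45s entry, 187 of the 196 were called. An effect of the ribosomal RNA share on the calls stays open. A sterol synthesis response was also considered as a source, and 0 of the genes of that list were among the calls, with a camera p of 0.825 and a median log2 fold change of 0.05 over 19 genes, of which 11 rose and 8 fell. These values leave it open. Adjusted p values of the list were 0.609, 0.928 and 0.609 in NMO against Normal, NMO+CL against NMO and NMO+CL against Normal, and 15 of its 20 genes had over 3 counts in every Normal library.

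Fkbp5 (chromosome 17, 28399094 to 28517527, minus strand), chosen after its values were seen, rose in NMO+CL from 48.7 ± 4.51 to 161 ± 24.8 CPM (log2 fold change 1.72, adjusted p = 0.00178, n = 3) and was called in all 14 alternatives. It is induced by glucocorticoids, and a list of 15 tested glucocorticoid-induced genes rose as a set, with a median of 0.93, 11 of 15 genes rising, and a camera adjusted p over the added lists of 0.0133. Its adjusted p was 0.0824 with fry and 0.434 with an estimated correlation, and 2 of 10 splits of the 6 libraries gave a p as small. In NMO against Normal and NMO+CL against Normal the camera adjusted p was 0.956 and 0.0394, and 14 of its 16 genes had over 3 counts in every Normal library. Ddit4 (1.89, adjusted p = 0.0258) and Mt1 (1.09, 0.0259) were called, but neither was without NMO replicate 1 (0.122 and 0.126), NMO replicate 2 (0.0584 and 0.0839) or NMO+CL replicate 2 (0.191 and 0.181). Klf9 (2.04, 0.0969), Per1 (1.12, 0.171), Tsc22d3 (0.99, 0.341) and Sgk1 (-0.66, 0.132) were not called. When adjusted over the list alone, 6 genes of the list were higher and 2 lower in NMO+CL against NMO. In NMO+CL against Normal 4 were called higher and 2 lower over all genes. Klf9 was called with limma-voom (2.77, 0.00792) and without NMO replicate 3 (3.24, 0.00577), and Sgk1 was called lower with the DESeq2 Wald test (-0.62, 0.0359). A glucocorticoid response, for example to stress or illness after clodronate treatment, is a candidate explanation, and these tests leave it open.

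Transcripts of lung epithelium were present in 8 of the 9 libraries. The 5 first noticed included Sftpc, with 791 to 2380 counts in these, and Sftpa1, with 465 to 1029, and all 5 had 0 counts in NMO replicate 2, which allows up to 3. Of 15 other lung genes listed before their counts were looked at, 11 had over 3 counts in all 8 libraries, and 9 of these were at or under 3 in NMO replicate 2. The most abundant of the 9, Scgb1a1, had 2654 to 6656 counts in the 8 and 0 in NMO replicate 2. Of 59 genes of liver, heart, pancreas and kidney, 5 had over 3 counts in all 8 and 2 of those were missing from NMO replicate 2. This fits RNA from lung tissue entering 8 libraries at some step of handling or sequencing, and the step was not tested. Of the 15 genes, 2 had over 3 counts in NMO replicate 2 itself, and none was in another list. Of the 5 first noticed, 1, Cbr2, was also in the border macrophage list, which limits that list. The amount also differed by group. The 15 genes took 0.113% ± 0.0321 of the counts outside Rn45s in Normal, 0.0796% ± 0.0706 in NMO and 0.181% ± 0.0230 in NMO+CL (mean ± SD, n = 3), and each NMO+CL library was above all 6 others (exact permutation p = 0.1 against either group, the smallest possible). Lung RNA is therefore confounded with clodronate treatment.

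Lung RNA as a source of called genes was tested with 74 genes that were absent from NMO replicate 2 together with Sftpc. Of these 0 were called in any contrast, and 2, 6 and 1 had an unadjusted p under 0.05, but their absence from 1 NMO library widens their spread, so this count says little. In the fit without NMO replicate 2, 0, 0 and 5 of the 74 were called and 5, 9 and 18 had an unadjusted p under 0.05, in NMO against Normal, NMO+CL against NMO and NMO+CL against Normal. Lung RNA may thus add a few genes to NMO+CL against Normal, and its part in the calls of that contrast stays open. Of the 65 genes called higher in NMO+CL against NMO, NMO replicate 2 was below both other NMO libraries in 18, or 27.7% (exact 95% interval 17.3% to 40.2%), where a source in lung RNA would put it below in nearly all. This argues against lung RNA as the source of most of these 65 calls, and a part in single ones stays open. Without that library 34 and 140 genes were called in NMO against Normal and in NMO+CL against NMO. Marco and Msr1 had 0 and 0 to 4 counts in the Normal libraries, which carried the lung transcripts.

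Normal libraries had counts for more genes than the others. Thinned to 4751367 counts outside Rn45s each, they held 13761 ± 471 genes, against 12717 ± 289 in NMO and 12710 ± 244 in NMO+CL (mean ± SD, n = 3, exact permutation p = 0.1 for each against Normal, the smallest possible). The difference between Normal and the other 6 was 1048 genes after thinning and 1038 before, so library depth was not the source. Neuronal RNA in the Normal libraries may contribute. Its list of 11 tested genes fell in NMO against Normal (median -1.25, camera adjusted p = 0.0394, fry 0.408) but not detectably in NMO+CL against Normal (camera p of 0.436, adjusted 0.609, and 0.609 in NMO+CL against NMO). Normal replicate 1 alone held 972 counts on the 24 neuronal genes in the data, against 238 to 540 elsewhere. Of these 24 genes 8 had over 3 counts in every Normal library. Normal replicates 2 and 3 held 362 and 335 neuronal counts, within the range of the NMO and NMO+CL libraries. Yet replicate 3 had the most genes of any library after thinning, 14303, so summed neuronal counts did not follow the number of genes detected. The source of the difference stays open, and no biological explanation for it was tested.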
